A study of Mus musculus with 16 samples.

How the data were processed

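Chromatin accessibility was measured by ATAC-seq, in which a transposase cuts and tags DNA that is not packed in nucleosomes, in CD4+CD25+ regulatory T cells (Treg cells, T cells that restrain other immune cells) of C57BL/6 mice. There were 16 samples from 8 mice in 8 groups of 2. Each mouse gave 1 sample from a non-lymphoid tissue and 1 from its spleen. The tissues were epididymal visceral adipose tissue (VAT), injured hindlimb skeletal muscle and colonic lamina propria. The 4 colon samples form 2 groups that the titles call Nrp1p and Nrp1n. Per the labels' protocols, 10000 sorted cells were lysed, their nuclei were transposed for 60 min at 37 °C, and libraries went through a pair of PCR rounds with a selection for fragments under 600 bp between them. Groups and replicate numbers were taken from the sample titles, and the mouse numbers from the labels.

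The file used here was 1 deposited list of open chromatin regions for the whole series, each given by chromosome, start and end in base pairs, per the file header. It holds no score, read count, signal or p-value for any region, and no column for any sample, so no per-sample column was left unmapped. The submitters' processing notes name cutadapt 1.8.3, Bowtie2 2.2.4, SAMtools 1.3, Picard 1.130, HOMER 4.6 and genome build mm9, without giving their roles, their order or any setting. How regions from single samples were combined, whether samples were pooled before calling, which threshold was used, whether cut positions were shifted and whether regions prone to artefacts were removed are not given in the sources used here. Those steps decide which regions are on the list, and a region open in 1 tissue cannot be told from a region open in all of them. Sequencing depth is unknown for all 16 samples, and no interval or detection limit that needs it is given.

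Positions are given on mm9, 1-based, with the file's start raised by 1 base as for a BED file. The gene table supplied with the data is of assembly GRCm38.p6, another build. On 9 of 20 chromosomes the last region ended beyond the last protein-coding gene of that table. Of the start and end positions of its 21631 protein-coding genes, 5.14% had a region centre within 500 bp, and 4.14% did after a shift of 5000 bp. The table's positions were therefore not used, no coordinates were converted, and no region was assigned to a gene. The annotation of regions to promoters, exons and introns, the counts of regions at fixed gene lists, and the motif search, all planned for the case that an annotation or sequence of mm9 was at hand, were not run. The planned comparison of each tissue with the spleen of the same mouse needs a value per sample and was not run either.

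Region width was end minus start. The number of regions per megabase was taken for chromosomes 1 to 19 and X, with the end of the last region as the chromosome length. The X value was compared with the 19 autosome values by an exact permutation test of which chromosome is X (two-sided on the absolute difference from the mean of the others), whose smallest p is 0.05. For clustering, the gap between neighbouring regions was compared with 1000 random placements of the same widths, without overlap, between the first start and the last end of each chromosome. The statistics were the number of neighbour pairs with a gap under 12.5 kb and the number of clusters of 10 or more regions linked at that distance. The permutation test was one-sided, with p = 0.001 as the smallest value that 1000 placements can give. Placements per chromosome used 200 draws. Random placement does not allow for unsequenced or poorly mappable stretches. Chromosome Y was left out of these tests.

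A width was called outstanding when it held more than 5 times the median number of regions at the widths within 8 bp on both sides, with that median taken as at least 10. This rule, and the tests built on it, were set after the widths had been seen. Differences between kinds of regions were tested over the 20 chromosomes by an exact two-sided sign-flip test, in which the chromosome is the unit. None of these tests has animals as its unit, so their p-values describe the layout of this list and not the spread between mice. Where no annotation was at hand, the rule for named items, fixed with the alternatives before the data were examined, took the 10 clusters with the most regions, the 5 widest regions and the 5 longest gaps between neighbours.

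The scripts were tested on simulated data. Of 100 uniform placements of the 2160 regions of chromosome 19, 8 were called clustered at the 0.05 threshold. All of 20 simulated sets in which 1 in 10 of these regions was doubled nearby were called. All of 20 planted clusters were found on a simulated chromosome of 240 regions, and all of 4 planted widths among 75000 simulated regions. These 2 checks show that the scripts find what was planted, and do not measure sensitivity on the real list. Alternatives merged neighbouring regions, kept only regions of median width or more in place of a stricter threshold, changed the linking distance or the minimum cluster size, changed the length or the measure behind the density, or kept the number of regions of each 1 Mb bin during placement. Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 were used.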

Results

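Open chromatin was mapped by ATAC-seq in Treg cells from 3 non-lymphoid tissues and from the spleens of the same mice, to set the accessible regulatory DNA of tissue Treg cells against that of lymphoid Treg cells. Treg cells of visceral adipose tissue, injured muscle and colonic lamina propria were each matched with spleen Treg cells of the same animal. Adipose tissue and muscle contributed 2 mice each, and colon contributed 4 mice, 2 in the group called Nrp1p and 2 in the group called Nrp1n. Nrp1 is a surface receptor that is commonly used to sort Treg cells by origin. The values analysed here are the positions of the regions called over the whole series, so they describe the pooled accessible genome of these 16 samples. No tissue was compared with its spleen, no replicate error can be given for a region, and the read depth of each sample is unknown.

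The list held 75363 open chromatin regions on 21 chromosomes, which covered 15.2 Mb. None of them overlapped or touched another. The regions were short, with a median width of 191 bp (95% interval of the median 191 to 192 bp, from binomial ranks). That interval takes the regions as independent draws, and does not describe the spread between mice, samples or calling settings. The 25th and 75th percentiles of width were 165 and 227 bp, and 74.4% of the regions were between 150 and 250 bp wide. Only 134 regions (0.178%) were wider than 500 bp. The narrowest width was 94 bp and the widest 828 bp. The 5 widest regions were an 828 bp region on chromosome 19 (mm9, 11119523 to 11120350), an 819 bp region on chromosome 18 (55708035 to 55708853), an 809 bp region on chromosome 4 (144487632 to 144488440), a 718 bp region on chromosome 16 (17200247 to 17200964) and a 704 bp region on chromosome 11 (100301482 to 100302185).

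The width distribution had 2 parts. Above 150 bp the number of regions per width rose and fell smoothly, whereas at and below 150 bp most regions had exactly 1 of 12 widths, all of them even numbers of base pairs. These widths were 94, 100, 108, 116, 128, 130, 132, 134, 138, 140, 142 and 150 bp. Together they held 10719 regions, or 14.2% of the list. The width of 150 bp alone held 4196 regions, and the next most frequent of the 12, 94 bp, held 1348. The least frequent, 134 bp, held 242, against a median of 28 at the neighbouring widths. No region was 95 to 99 bp wide. The mean number of regions per width was 24.7 over the 7 widths just below 150 bp and 425 over the 7 just above it. Among regions of all other widths, 50.3% had an odd width.

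**Figure D1:**
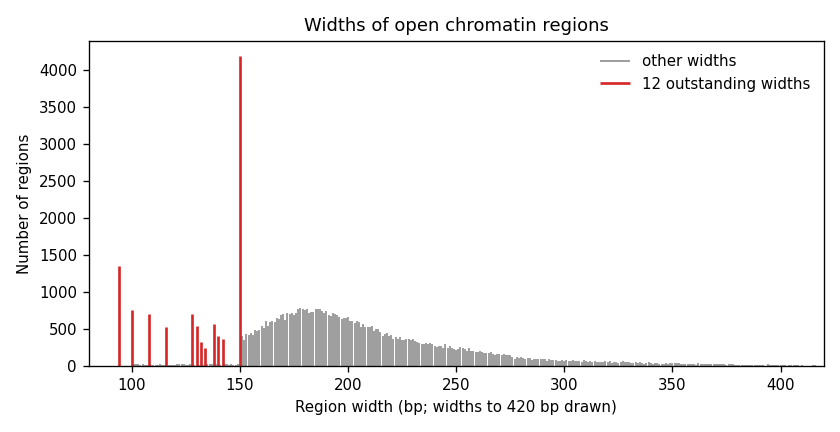
Number of regions (vertical axis) at each width in base pairs (horizontal axis, up to 420 bp). Red lines mark the 12 outstanding widths, from 94 bp (1348 regions) to 150 bp (4196 regions), and grey lines all other widths.

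Accessible regions were spread unevenly over the chromosomes. Chromosome 11 was the densest, with 45.7 regions per Mb (5563 regions), followed by chromosome 19 with 35.2, chromosome 10 with 34.9, chromosome 17 with 34.6 and chromosome 9 with 34.5. The sparsest autosomes were chromosome 14 with 22.4 regions per Mb (2762 regions), chromosome 18 with 24.0 and chromosome 3 with 24.8. By number, chromosome 2 led with 5909 regions, at 32.5 per Mb, and chromosome 1, with 5197, followed chromosome 11, at 26.4 per Mb. The autosomes averaged 30.1 ± 5.38 regions per Mb (SD, n = 19 chromosomes).

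The X chromosome had 1711 regions, or 10.3 per Mb, which was 0.341 times the autosome mean and below all 19 autosomes. It lay 3.69 autosome SDs below their mean. The exact permutation test gave p = 0.05, the smallest value that 1 chromosome against 19 can reach, so the test cannot pass a threshold of 0.05. The ratio was between 0.343 and 0.345 when the span from first to last region, the regions of median width or more, or the bases in regions were used instead. The median width on X, 192 bp, lay within the autosomes' range of 190 to 194 bp. The median gap between neighbours was 9311 bp on X, 4563.5 bp on chromosome 11, the lowest, and 5713 bp on chromosome 13, the highest autosome.

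**Figure D2:**
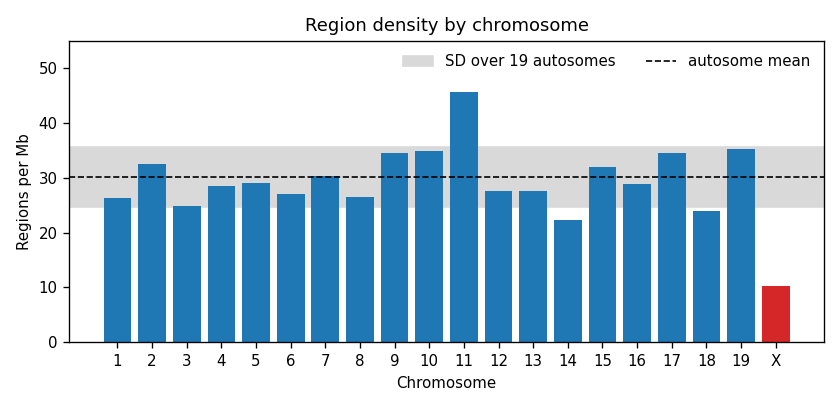
Regions per megabase (vertical axis) on each chromosome (horizontal axis). The dashed line is the mean of the 19 autosomes (30.1) and the grey band 1 SD on both sides; chromosome 11 stands at 45.7 and X, in red, at 10.3.

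Within chromosomes, stretches rich in accessible regions alternated with stretches that had none. Of 2646 bins of 1 Mb, the median bin held 19 regions, 77 bins held 100 or more, and 598 held none. The densest 264 bins, 10% of all, held 33.0% of the regions, and the sparser 50% of the bins held 7.72%. The variance of the count per bin was 33.0 times its mean, where independent uniform placement gives a ratio near 1. The bin with the most regions was on chromosome 10 (mm9, 80000001 to 81000000) with 187 regions. Next came bins on chromosome 17 (35000001 to 36000000) with 156, chromosome 11 (98000001 to 99000000) with 143 and chromosome 9 (44000001 to 45000000) with 140. These 4 bins were chosen after their values were seen. Mouse assemblies begin with an unsequenced centromeric stretch, and 59 of the 60 bins in the first 3 Mb of the chromosomes were empty; the exception held the start of a region on chromosome 9 at 2999983.

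**Figure D3:**
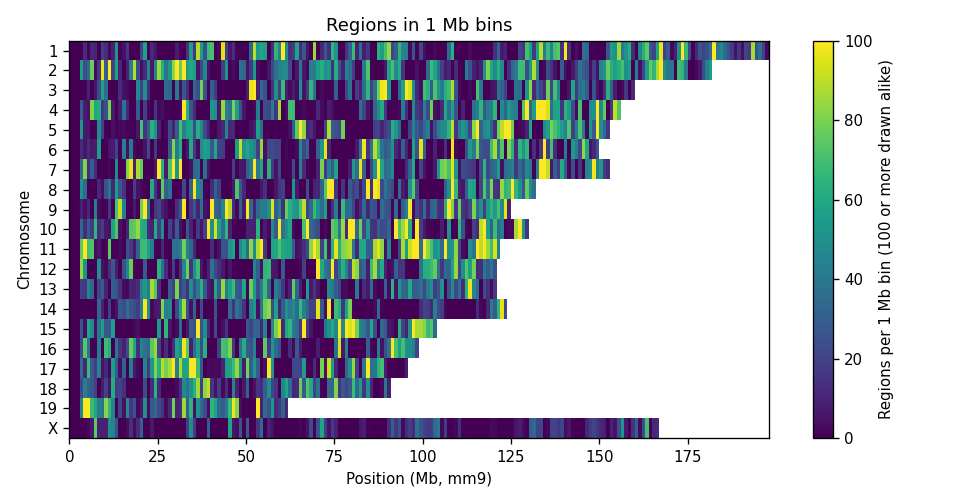
Regions in each 1 Mb bin (colour, bins of 100 or more drawn alike) by position on mm9 (horizontal axis, Mb) for each chromosome (rows). Bright bins, up to 187 regions on chromosome 10, alternate with dark stretches without regions, and X is dark along most of its length.

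The longest stretches between neighbouring regions reached several megabases. The longest lay on chromosome 14 (mm9, 88113614 to 99431949) and measured 11.3 Mb. The second, of 10.0 Mb (10031985 bp), lay on X (23387836 to 33419820). The third was again on chromosome 14 (106322522 to 115253941), with 8.93 Mb. The remaining pair was on chromosome 3 (41547659 to 50432356), with 8.88 Mb, and on chromosome 6 (73317908 to 81873550), with 8.56 Mb. In 1 random placement of the same regions the longest gap was 751985 bp.

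Neighbouring regions lay far closer together than random placement. The median gap between neighbours was 5200.5 bp, against 22465.5 bp in 1 random placement. A gap under 500 bp separated 22.2% of neighbour pairs, against 1.65% in that placement. Of 75336 neighbour pairs, 51309 (68.1%) were under 12.5 kb apart. The 1000 random placements averaged 24195 ± 106 such pairs (SD over placements), with a maximum of 24524, so the list had 2.12 times the random number (one-sided permutation p = 0.001, the smallest possible). The gap distribution had a second peak of gaps under 1000 bp beside its main body of several kilobases.

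**Figure D4:**
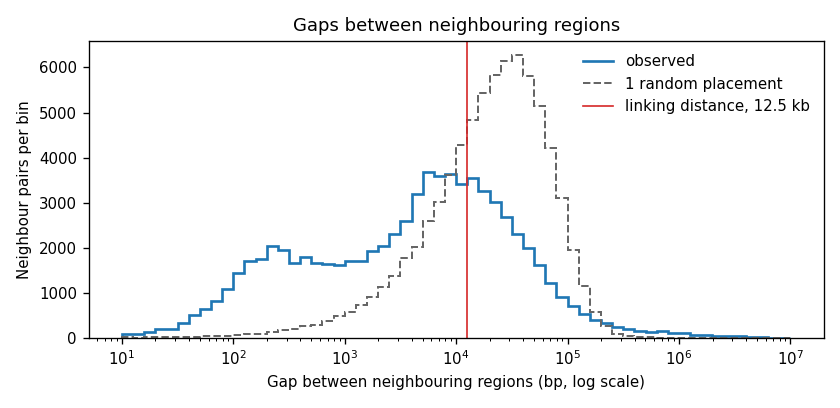
Number of neighbour pairs (vertical axis) by the gap between the regions (horizontal axis, base pairs, log scale, 10 bp to 10 Mb). The observed gaps (blue; median 5200.5 bp) have a second peak under 1000 bp and lie left of those of 1 random placement (dashed; median 22465.5 bp); the red line marks 12.5 kb.

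Linked at 12.5 kb, the regions formed 1193 clusters of 10 or more, which held 18233 regions, or 24.2% of those on chromosomes 1 to 19 and X. Random placement gave 4.05 ± 1.95 such clusters and at most 13 (p = 0.001 by the same one-sided permutation). A further 9696 regions (12.9%) had no neighbour within that distance. Both statistics stayed above all placements when each 1 Mb bin kept its own number of regions. The placements then averaged 37693 pairs and 359 clusters, so the excess over the random mean fell from 2.12 to 1.36 times for pairs and from 294 to 3.32 times for clusters. Without the regions of the 12 outstanding widths, an alternative chosen after seeing the data, 41353 pairs and 808 clusters were counted, against at most 18648 and 6 in the placements.

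The largest cluster held 65 regions over 192 kb of chromosome 14 (mm9, 122297812 to 122489979), of which 6.58% lay in regions. The second held 64 regions over 192 kb of chromosome 12 (74635675 to 74827497). The third had 49 regions over 147 kb of chromosome 1 (60910294 to 61057726), the fourth 45 regions over 137 kb of chromosome 7 (80662409 to 80799355) and the fifth 42 regions over 137 kb of chromosome 1 (69625558 to 69762930). A cluster of 40 regions lay on chromosome 4 (144784224 to 144909668). Clusters of 39 regions each lay on chromosome 4 (151460697 to 151588565), chromosome 8 (84254233 to 84348327), chromosome 10 (80892341 to 81043735) and chromosome 17 (35301924 to 35412001). Of these 10 clusters the one on chromosome 8 was the most compact, with 4.14 regions per 10 kb. Genes at these positions were not assigned.

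**Figure D5:**
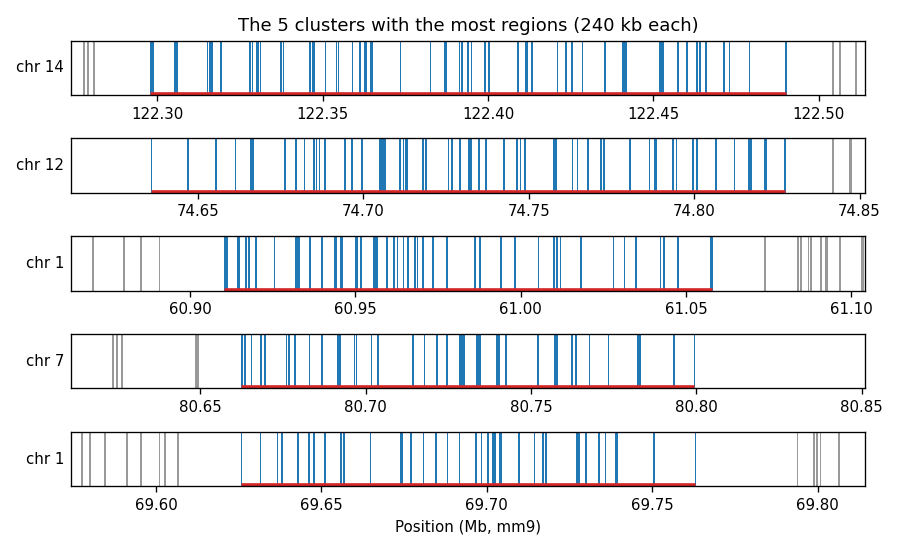
The 5 clusters with the most regions, each in a 240 kb window of mm9 (horizontal axis, Mb). Each vertical line is 1 region, blue inside the cluster and grey outside, at no less than the line width; the red bar spans the cluster, from 65 regions on chromosome 14 (top) to 42 on chromosome 1 (bottom).

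Clusters were not shared evenly between chromosomes. Chromosome 11 had 104 clusters of 10 or more regions and chromosome 1 had 98, with 29.7% and 29.0% of their regions in such clusters. X had 6, with 6.25% of its regions, against 24.3% ± 3.27 on the autosomes (SD, n = 19) and an autosome minimum of 17.6% on chromosome 5. Neighbour pairs under 12.5 kb made up 55.4% of pairs on X and 68.2% ± 1.89 on the autosomes, whose lowest value was 63.9% on chromosome 13. Against random placement at its own density, X had 4.44 times as many such pairs, and the autosomes 1.62 to 2.63 times. The random share was 12.5% on X and 32.2% on average on the autosomes, so the ratio has more room to rise on X.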

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

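The tests of widths in this part rest on a rule set after the widths had been seen. Those of neighbours within 12.5 kb and 500 bp and of X were written before their own results. Placement with each 1 Mb bin's number kept was among the alternatives planned before the data were examined. Merging within 1000 bp was chosen after seeing the data, and so were the other checks of widths.

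Chromosome Y, which entered no test, held 7 regions (mm9, 346635 to 623164). Y was present in the VAT and spleen samples of the 2 mice of the VAT group, which were males, as their fat was epididymal. Regions on Y are therefore not by themselves a sign of misplaced reads. No background or mis-mapping rate was measured for Y, so the number alone does not separate accessible sites from misplaced reads. The list does not show which samples the 7 regions came from.

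Regions of 12 exact widths stood out from all others. Fixed peak widths, each set by the caller in 1 call set, are a candidate explanation that stays open: it leaves no width between the narrowest values, and 0 regions lay between 94 and 100 bp, but that gap is part of the width table from which the pattern was seen and is no separate evidence. The labels name 12 distinct signal tracks for the 16 samples, since the colon samples share tracks and so do the spleen samples matched to them, and there were 12 outstanding widths, but 16 call sets of which some share a width would give 12 as well. These regions did not lie apart from others, since the share with a neighbour within 12.5 kb was 2.84 percentage points higher than for other widths (SD 1.66, higher on 20 of 20 chromosomes, exact sign-flip p = 1.91e-06, the smallest possible), but among regions with no neighbour within 1000 bp, a restriction that itself shapes the outcome, it was lower by a mean difference of -2.07 points (16 of 20, exact sign-flip p = 0.0219), and neither value decides whether a width marks 1 call set. A neighbour within 500 bp was found for 52.9% of them and 36.3% of other regions, a mean difference of 16.2 points (SD 1.95, 20 of 20, exact sign-flip p = 1.91e-06), so many may be side regions of a wider open site, and no biological explanation was tested.

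The X chromosome had 0.341 times the autosomes' mean region density. The 2 mice of the VAT group were males, as their fat was epididymal, and so had 1 copy of X. The sex of the other mice was not examined. Lower read depth on X, as in animals with 1 copy, would leave more X regions in 1 call set. That would raise the share of outstanding widths only if such a width marks 1 call set, which stays open. That share was 13.8% on X (exact binomial 95% interval 12.2 to 15.5%) and 13.3 to 15.2% on the autosomes (Fisher's exact p = 0.624, two-sided), and the interval reaches past the highest autosome. Lower depth therefore stays open, as do a lower density of genes or of Treg-accessible elements on X and poor mappability, which were not tested.

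Regions lay closer together than random placement. As the whole cause, the splitting of single open sites into neighbouring regions is argued against: after regions within 1000 bp were merged, 29654 neighbour pairs were under 12.5 kb apart, against at most 13288 in 1000 placements. Differences between 1 Mb stretches are argued against as the whole cause as well, since 51309 pairs exceeded the maximum of 37998 with each bin's number kept, although the random mean rose from 24195 to 37693, so they may account for part of the excess. Merged regions were not placed with each bin's number kept, so splitting and 1 Mb differences acting together were not tested, and that combination stays open. Grouping of regulatory elements around genes stays open as well, as a biological hypothesis that was not tested.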

How the results depend on the processing

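No paired analysis was possible because the list holds no value per sample, although tissue and spleen samples share mice; the labels name signal tracks, which were not used here. For the same reason no replicate could be left out. The other settings foreseen for annotation, gene lists, motifs and the tissue comparisons were not run. Merging regions within 100 or 500 bp left the number of regions and the bases covered within 1.5 times, and raised the median width from 191 to 196 and 208 bp. Keeping only regions of median width or more left 38310 regions, a median of 226 bp and 9.30 Mb, by construction. The X ratio kept its direction under all 4 alternatives run. Clustering exceeded all random placements in every alternative run, but its counts moved. Clusters of 10 or more fell to 147 with links of 5 kb and rose to 2026 with links of 25 kb, and 210 clusters had 20 or more regions. The regions of median width or more gave 19405 close pairs and 202 clusters. Merging within 1000 bp, chosen after seeing the data, gave 29654 pairs and 510 clusters; these falls follow from fewer regions. Unknown depth limits what the list can show: a stretch without regions is one where none was called, not one shown to be closed.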

Other observations

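Regions were denser toward the distal ends of the chromosomes. Mouse chromosomes have their centromere at the start of the assembly. Over 20 chromosomes, the last 10% of the span from first to last region held 13.2% ± 4.30 of a chromosome's regions (SD) and the first 10% held 8.74% ± 4.36, a mean difference of 4.47 percentage points. The last 10% held more on 17 of 20 chromosomes (exact two-sided sign-flip p = 0.00422, Benjamini-Hochberg adjusted p = 0.00563 over the 4 sign-flip tests of regions reported here). The exceptions were chromosomes 17, 19 and X, with chromosome 19 at 22.0% in the first 10% and 7.73% in the last. The prediction was written before the result was seen. A higher density of genes toward the distal ends and poor mappability toward the centromere are candidate explanations. Neither was tested, so a depleted start cannot be told from a dense distal end. In the same adjustment the exact sign-flip tests of neighbours within 12.5 kb and within 500 bp have an adjusted p of 3.81e-06 each. The fourth test, chosen after the result at 12.5 kb, was restricted to regions with no neighbour within 1000 bp, which left 4142 regions of an outstanding width and 34592 others. The mean difference in the share with a neighbour within 12.5 kb was -2.07 percentage points over chromosomes (SD 3.67, lower on 16 of 20, exact sign-flip p = 0.0219, adjusted p = 0.0219). As the restriction removes near neighbours, and unequally, this difference is partly set by the selection.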
